# Mechanical signaling regulates vascular smooth muscle cell adaptation in aging

**DOI:** 10.3389/fphys.2025.1593886

**Published:** 2025-07-14

**Authors:** Amin Mohajeri, Song Yi Shin, Samuel Padgham, Devon J. Boland, Dana Pittman Ratterree, Jacob Blizman, Gang Han, Christopher R. Woodman, Andreea Trache

**Keywords:** aging, integrins, actin, mechanical stimulation, vascular smooth muscle

## Abstract

Aging is an independent risk factor for cardiovascular disease. Preventing age-induced arterial dysfunction and the associated risk of cardiovascular disease remains a significant clinical challenge. Aerobic exercise, which induces a temporary increase in both blood flow and pressure in active tissue, has been shown to reduce macroscale arterial stiffening in humans. This study investigates the effects of mechanical stimuli on improving aging pathophysiology of vascular smooth muscle (VSM) cells isolated from soleus feed arteries (SFA). We hypothesized that age-induced impairment of VSM contractility can be rescued by mechanical stimulation that enhances formation of smooth muscle alpha-actin (SMα-actin) fibers and cell-matrix adhesions in aged VSM cells. *Ex-vivo* functional studies were used to assess myogenic contractility of VSM in isolated SFA from young (4 months) and old (24 months) Fischer 344 rats. These data indicated that pre-treatment of isolated aged SFA with a short-duration increase in intraluminal pressure rescued contractility. The mechanical stretch-induced remodeling of the cellular architecture was assessed in VSM cells isolated from young and old SFA. To dissect the mechanisms involved, the structural and functional properties of VSM cells were assessed by using mechanical stimulation combined with fluorescence confocal microscopy. Results showed that aged VSM cells respond faster than young cells to 2D biaxial cyclic stretch by increasing actin stress fiber formation and vinculin recruitment at cell-matrix adhesions. In addition, hydrostatic pressure treatment applied to aged VSM cells plated on stiffer substrates restored actin fibers and integrin β1 recruitment. Taken together, these findings suggest that discrete VSM cell mechanical properties and their ability to adapt to external mechanical signals are key in restoring VSM contractility in aging. These results are significant because they provide a novel understanding of the mechanisms by which mechanical stimulation improves VSM contractility in aged resistance arteries. Our results provide new insights into the role of VSM in vascular aging and highlight a new direction for mitigating age-related effects via mechanical stimulation-induced VSM remodeling.

## 1 Introduction

Increased lifespan (Gulland, 2016) leads to an increase in cardiovascular risks in elderly, that can be associated with an age-related decline in vascular function (Strait and Lakatta, 2012; James et al., 2006). Arteries stiffen with age (Sehgel et al., 2015), thereby reducing their ability to dampen the blood pressure wave as it travels to the microcirculation (Mitchell et al., 2004; O'Rourke and Safar, 2005). Smaller arteries contain comparable amounts of vascular smooth muscle (VSM) cells and extracellular matrix (ECM) (Dinardo et al., 2014). Thus, VSM cells play a crucial role in the regulation of vascular function in resistance arteries, while the matrix represents the passive component of the vascular wall that VSM cells work on.

VSM cells regulate vascular tone and blood flow in response to intraluminal pressure changes. It has been shown that contractile function of VSM cells in resistance arteries is affected by aging (Seawright et al., 2018; Seawright et al., 2016). This suggests that aged VSM cells experience a phenotypic shift towards a more synthetic and hypertrophic state, eventually leading to elevated wall stiffness and reduced contractile capacity (Muller-Delp et al., 2018). Other recent studies have shown that contractility of VSM cells is also determined by their cellular architecture, shape and organization (Alford et al., 2011). Variations in cell shape can significantly affect the contractile behavior of VSM cells in an *in vitro* reconstituted tissue, indicating that structural organization at cellular and tissue levels may contribute to augmenting their functional contractile properties. Besides regulating arterial contractility in response to hemodynamic changes, VSM cells are also responsible for regulating ECM deposition, and its organization via interactions between the actomyosin contractile unit and cell adhesions that connect the cell to extracellular matrix (Saphirstein et al., 2013; Lakatta, 2003).

Extracellular matrix provides both structural support and means for transmission of biochemical signals needed for the regulation of VSM cellular function. The stiffness of the ECM has been identified as a mechanoregulator of VSM cellular function (Steucke et al., 2015). Integrins are transmembrane receptors that anchor the cells within the extracellular matrix via cell-matrix adhesion proteins (Harburger and Calderwood, 2009). Due to their spatial positioning in the cell, integrins function as mechanoreceptors sensing forces from the extracellular matrix as well as intracellular actomyosin contractility state (DeMali et al., 2003). Their expression and function have been shown to influence VSM survival and vasoregulation (Turlo et al., 2013). While VSM cells express several integrins (Moiseeva, 2001), the RGD (Arg-Gly-Asp) binding integrins α5β1 and αvβ3 have important and distinct roles in regulating vascular function with both integrins being activated to regulate vascular contractility in response to increased pressure (Martinez-Lemus et al., 2005). Disruption of these processes can lead to alteration in contractility and, consequently, to vascular dysfunction.

Aerobic exercise reduces macroscale arterial stiffening in elderly (Tanaka et al., 2000; Seals et al., 2008; Santos-Parker et al., 2014). During exercise, both blood flow and pressure increase in the active tissue. It is well accepted that the vascular benefits of exercise are mediated, in part, by increased shear stress on the endothelium (Herrera et al., 2010). However, short-duration increases in arterial pressure induced by exercise (Overton et al., 1988) also improve vascular contractility in resistance arteries in an age-dependent manner (Ghosh et al., 2015; Ojha et al., 2022; Seawright et al., 2016). Therefore, exercise may mitigate the effects of aging on vascular contractility by two distinct mechanisms. First, exercise-induced shear stress improves endothelial function and restores nitric oxide production that has been well studied (Taddei et al., 2000; Laughlin et al., 2008; Trott et al., 2009; Luttrell et al., 2013). Second, repeated short-duration wall stretch (Lu and Kassab, 2011), due to aerobic exercise-induced arterial pressure elevation (Overton et al., 1988), generates long-term changes in VSM phenotype restoring normal VSM contractile function (Ghosh et al., 2015; Muller-Delp et al., 2018). However, molecular mechanisms by which exercise restores arterial compliance and improves VSM contractile responses in aged resistance arteries (Donato et al., 2007) are not fully understood.

The mechanical stretch of the vessel wall induced by the intraluminal pressure increases during exercise, activates the mechanosensitive signaling cascade which enhances expression of contractile proteins and therefore the overall contractile phenotype of aged VSM cells can be improved. Mechanical stretch of the arterial wall due to the increase of intraluminal pressure from 50–110 cm H_2_O alters conformation of β-integrins (Katsumi et al., 2005; El-Yazbi and Abd-Elrahman, 2017) and triggers assembly of cell-matrix adhesions (Alenghat and Ingber, 2002; Geiger and Bershadsky, 2001). This is followed by RhoA/ROCK-induced actomyosin activation, which is necessary to redistribute physical forces needed for cell contraction and to enable cell adaptation to the extracellular microenvironment (Chen et al., 2013; Zhang and Gunst, 2006). Further elevation of intraluminal pressure above 110 cm H_2_O triggers formation of actin stress fibers (Flavahan et al., 2005) presumably through enhanced actin polymerization (Cipolla et al., 2002). In turn, this stimulates myocardin-related transcription factor-A translocation to the nucleus where it interacts with serum response factor enhancing transcription of contractile proteins (Lacolley et al., 2017). In addition, an increase in the intraluminal pressure may lead to an elevation of myosin light chain phosphorylation, thus, further enhancing VSM cell contractility (Cole and Welsh, 2011).

This study investigates the effects of exercise-like *in vitro* mechanical stimuli on improving aging pathophysiology of VSM cells isolated from soleus feed arteries (SFA). Our study focuses on SFA because they have an integral role in regulating blood flow to the soleus muscle at rest and during exercise, and their myogenic tone contributes to control of peripheral resistance and blood flow (Ghosh et al., 2015; Donato et al., 2007; Williams and Segal, 1993). Thus, we aimed to study how mechanical stimulation induces remodeling of the aged VSM cell architecture. We hypothesized that age-induced impairment of VSM contractility can be rescued by mechanical stimulation that enhances formation of smooth muscle alpha-actin (SMα-actin) fibers and cell-matrix adhesions in aged VSM cells. The hypothesis was tested by using *ex-vivo* functional experiments in cannulated SFA, and high-resolution confocal microscopy combined with mechanical stimulation experiments of VSM cells.

## 2 Methods

### 2.1 Animals

Young (4 months) and old (24 months) male Fischer 344 rats were obtained from the National Institute on Aging (NIA) and housed at the Texas A&M Comparative Medicine Program Facility. The animals were kept under a 12:12 h light-dark cycle and provided food and water *ad libitum*. The study was approved by Texas A&M University Institutional Animal Care and Use Committee. In agreement with the current institutional regulations, the animals were examined daily by Animal Care Facility veterinarians and by study investigators.

### 2.2 Isolation of soleus muscle feed arteries

To isolate SFA from young and old Fischer 344 rats, similar protocols were applied as mentioned in our previous works (Seawright et al., 2018; Trott et al., 2009). Briefly, a cocktail of Xylazine (5 mg/kg body weight, 033197, Covetrus, TX) and Ketamine (80 mg/kg body weight, 071069, Covetrus, TX) was injected intraperitoneally. Once the animal was anesthetized, the soleus-gastrocnemius-plantaris muscle complex was dissected from each hindlimb and placed in a physiological saline solution (PSS) buffered with MOPS (pH 7.4), and maintained at a temperature of 4°C. The PSS/MOPS buffer contained: 145 mM NaCl, 4.7 KCL, 2 mM CaCl2, 1.17 mM MgSO4, 1.2 mM NaH2PO4, 5 mM glucose, 2 mM pyruvate, 0.02 mM EDTA, and 25 mM MOPS. A Lucite chamber filled with MOPS-PSS at 4°C was used to preserve the dissected SFA throughout the cannulation procedure. Rats were euthanized by excising the heart. Except otherwise noted, all reagents were purchased from Sigma (St. Louis, MO).

### 2.3 Cannulation of arteries and assessment of myogenic constriction response

SFA were cannulated with two glass micropipettes and secured with surgical thread. The micropipettes were subsequently attached to separate hydrostatic pressure reservoirs filled with MOPS-PSS supplemented with albumin (1 g/100 ml, 10856, Affymetrix, CA). SFA were pressurized to 60 cm H_2_O (1 mm Hg = 1.36 cm H_2_O) and checked for leaks. When a SFA was determined to be leak free, intraluminal pressure was raised to 90 cm H_2_O (p90) or 130 cm H_2_O (p130) for 60 min. Intraluminal pressures of 90 and 130 cm H_2_O were used to match the pressures believed to be present in rat SFA at rest and during exercise, respectively (Williams and Segal, 1993). At the end of the 60 min pressure treatment period, intraluminal pressure in the p130 SFA was lowered to 90 cm H_2_O, and SFA were allowed to develop stable tone. After achieving stable tone for 10 min, myogenic responses were assessed using step-increases in pressure up to 135 cm H_2_O in 15 cm H_2_O increments followed by step-decreases down to 45 cm H_2_O. At the end of experiment, cannulated SFA were incubated in Ca^2+^-free PSS for 30 min to obtain the maximal passive diameter. Thus, myogenic response data were expressed as percent constriction [(Dmax–Dc)/Dmax] × 100, where Dc is the measured diameter for a given pressure, and Dmax is maximal passive diameter measured in Ca^2+^-free PSS (Ghosh et al., 2015).

### 2.4 Vascular smooth muscle cell culture

VSM cells were isolated from the SFA dissected from young and old Fischer 344 rats using similar techniques as described in our previous publication (Seawright et al., 2018). VSM cells were grown in Dulbecco’s Modified Eagle Medium F-12 supplemented with 10% fetal bovine serum and 10 mM HEPES (Sigma, St. Louis, MO), 2 mM L-glutamine, 1 mM sodium pyruvate, 100 U/ml penicillin, 100 μg/ml streptomycin and 0.25 μg/ml amphotericin B and set in an incubator at 37°C and 5% CO_2_. Except otherwise noted, all reagents were purchased from Invitrogen (Carlsbad, CA).

### 2.5 RNA-sequencing

#### 2.5.1 RNA extraction, library preparation and processing

Total RNA was extracted from cultured VSM cells isolated from both young and old SFA using TRIzol (15596026, Thermo Fisher, Waltham, MA) according to the manufacturer’s protocol. RNA concentration was determined using a Qubit fluorometer (Thermo Fisher, Waltham, MA), and RNA integrity was assessed with an Agilent TapeStation using RNA ScreenTape (5,067–5,579, Agilent, Lexington, MA). Samples with sufficient quality were normalized to a final concentration of 20 ng/µL for library preparation. Stranded mRNA sequencing libraries were prepared using the Illumina TruSeq Stranded mRNA Library Preparation Kit (20020594, Illumina, San Diego, CA) following the manufacturer’s instructions. Libraries were then quantified, normalized, and pooled at equimolar concentrations for sequencing. The RNA libraries were sequenced on the NovaSeq 6,000 (Illumina, San Diego, CA) platform in a 2x100bp approach. Total sequencing depth ranged from 26.9M–33.1M reads per sample. Raw sequencing files were base called and converted into FASTQ files using the DRAGEN BCL Convert application (Illumina, San Diego, CA).

All RNA-sequencing files were processed identically using a series of bioinformatics tools organized and executed within the Snakemake workflow manager (Köster and Rahmann, 2012). Briefly, FASTQ files were trimmed of any adapter, barcode, or low quality (Phred <20) sequenced using Cutadapt (v3.5) (Martin, 2011) and FastQC (v0.11.9) with the TrimGalore (v0.6.7) wrapper. MultiQC (v1.27.1) was used to compile FASTQ quality metrics pre- and post-trimming to visually confirm the removal of non-biologically relevant and low-quality scoring bases that could impact mapping and quantification steps (Ewels et al., 2016). Trimmed reads were then mapped to the *R. norvegicus* (v6.0) reference genome assembly (RefSeq: GCF_000001895.5) using the STAR (v2.7.10b) aligner (Dobin et al., 2013). Gene-level counts corresponding to annotated gene models from the *R. norvegicus* GTF (RefSeq: GCF_000001895.5) file were extracted from the STAR-aligned BAM files using featureCounts form the Subread (v2.0.8) package (Liao et al., 2019). Gene-level count tables were used for downstream statistical testing.

#### 2.5.2 Differential gene expression (DGE) analysis

DESeq2 (v1.46.0) was used to identify differentially expressed genes between the old and young age groups (Love et al., 2014). First gene-level count tables for each sample were combined into a single count matrix in R. A dds object was created with the gene-level count matrix and the model design “∼Age”. The young samples were leveled as the reference for all downstream hypothesis testing. To focus DGE testing on genes with a moderate level of detectable expression in at least one of the two age groups, low count genes were filtered from the dds object. These low count level genes were removed if they had a total count of less than 10 in at least three of the six samples tested. After standardization and model fitting, differential expression testing was conducted using the Wald’s test. DEGs were identified as those displaying a Benjamini-Hochberg (BH) corrected p-value (p-adj) < 0.05 and a |log_2_ Fold change| ≥ 1. Volcano plots and heatmaps were rendered using the EnhancedVolcano (v1.24.0) (Blighe et al., 2024) and ComplexHeamtap (v2.22.0) (Gu et al., 2016) R packages, respectively.

#### 2.5.3 Pathway enrichment analysis

DOSE (v4.0.0) (Yu et al., 2014), clusterProfiler (v4.14.4) (Wu et al., 2021), and org.Rn.eg.db (v3.20.0) R packages were used to perform annotated pathway enrichment from the DEGs identified in the RNA-sequencing data. Both Gene Ontology (GO) (The Gene Ontology Consortium et al., 2023) and Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa et al., 2010; Kanehisa et al., 2017) databases were queried for pathway enrichment. GO terminology were tested for significant pathway enrichment with the “enrichGO” function of clusterProfiler, with the org.Rn.eg.db package. KEGG terms were tested for significant enrichment by querying the DEGs against the *R. norvegicus* (organism = “rno”) models, using the “enrichKEGG” function of clusterProfiler. Significantly enriched terms were identified as having a Benjamini-Hochberg (BH) corrected p-value (p-adj) < 0.05 and a fold enrichment of greater than 0.

### 2.6 Vascular smooth muscle cells mechanical stimulation *in vitro*

#### 2.6.1 Cyclic stretch

To determine the effect of the mechanical stretch on VSM cells morphology *in vitro*, we used a custom-made cyclic equibiaxial stretch device (Na et al., 2008). The components of the custom-made device were sterilized in an ethanol bath followed by 20 min UV exposure. Following sterilization, the edge of the frame was lightly coated with sterile vacuum grease and the silicon membrane (70P001-200-005, SMI, Saginaw, MI) was set over the frame and then the membrane was locked in place with a fitted ring. Upon the completion of these steps, the membranes were coated with fibronectin and then incubated at 37°C for 3 h. VSM cells were cultured on fibronectin-functionalized membranes for 24 h and then exposed to 10% equibiaxial cyclic stretch at 0.25 Hz (Na et al., 2008) for different time durations 2, 5, 15, and 30 min. No stretch, static condition was used as control. At the end of the experiment, cells were fixed in their stretched state and then immunofluorescently labeled for the proteins of interest.

#### 2.6.2 Pressure treatment

To investigate the effect of pressure increases on the VSM cells *in vitro*, we used a pressure stimulator MechanoCulture TR Hydro mechanical stimulation system (CellScale, Waterloo, Canada). VSM cells were cultured on hydrogels of different stiffnesses mimicking young and old vessel wall matrix stiffness at 4 kPa (ss12-EC-4-EA) and 100 kPa (SS12-EC-100-EA), respectively (Matrigen, Irvine, CA). After 24 h the coverlips with cell cultures were transferred in the specimen chamber of the MechanoCulture TR pressure stimulator, which was subsequently filled with cell culture medium and sealed. The chamber was connected to an air compressor which was programmed to expose the cells to an *in vitro* static pressure of 16 kPa (∼160 cm H_2_O) for 30 min (Swiatlowska et al., 2022). At the end of the stimulation protocol, coverslips were transferred to a petri dish for immediate fixation and immunofluorescence labeling.

### 2.7 Assessment of vascular smooth muscle cell morphology

#### 2.7.1 Immunofluorescence labeling

Upon the completion of mechanical stimulation experiments, VSM cells were fixed in 2% paraformaldehyde (Electron Microscopy Sciences; Hatfield, PA) in DPBS for 10 min. After washing with a glycine buffer, VSM cells were incubated overnight at 4°C with specific primary antibodies mouse anti-smooth muscle α-actin IgG2a (SMα-actin, A5228), mouse anti-vinculin (MAB3574) (St. Louis, MO), hamster anti-integrin-β1 conjugated with Alexa 488 (102211, Biolegends, San Diego, CA), or rabbit anti-phospho-cofilin (p-cofilin, 3311S) (Cell Signaling Technology, Danvers, MA) in a sodium citrate buffer containing 1% BSA and 0.05% Triton-X (Sun et al., 2005; Seawright et al., 2018). Cells were then washed and incubated at room temperature for 1 h with goat anti-mouse Rhodamine Red-X (115–295–206), donkey anti-rabbit Alexa 647 (711–605–152), or goat anti-mouse Alexa 488 (115–545–205) (Jackson Immunoresearch, West Grove, PA) followed by another round of washing, and then immediate imaging in DPBS.

#### 2.7.2 Vascular smooth muscle cell imaging

Cell imaging experiments were performed on a confocal microscope Olympus Fluoview FV3000 system equipped with a UPLSAPO 40XS silicon oil 1.25 NA objective lens (stretch experiments) and a UPLSAPO 20X 0.75 NA (pressure treatment experiments). Fluorescence images of VSM cells were captured as 3D image stacks of 20–30 planes at 0.5 μm step size, which were presented as xy projections.

#### 2.7.3 Fluorescence image analysis

To quantify the stretch induced alterations of specific proteins, measurements of the cell area and specific protein area were performed by using the masking tool and image statistics tools in the SlideBook 6 software (Intelligent Imaging Innovations, Denver, CO) (Lim et al., 2010). For each cell, protein area was determined based on fluorescence intensity threshold masking for specific cell structures (e.g., fibers or focal adhesions) and was further normalized to cell area.

To quantify pressure-induced changes of protein levels by immunofluorescence, individual cells were masked using Labkit plugin (Arzt et al., 2022) for ImageJ/Fiji (Schindelin et al., 2012). A visual comparison between the automatically generated masks and original images was performed and overlapping cell masks were manually separated. Mean fluorescence intensity for each protein (SMα-actin, vinculin, phospho-cofilin) was then determined within the mask of each cell by measuring total fluorescence intensity and normalizing to the respective cell area.

### 2.8 Statistical analysis

Myogenic response curves were analyzed by two-way repeated measures ANOVA to detect differences between (young vs. old). Alpha level ≤0.05 was the threshold for statistical significance defined as p < 0.05. All data are presented as mean ± SE.

Imaging experiments were conducted on VSM cells isolated from SFA from Fischer 344 rats (n = 2-3 animals/condition). For each cell, the fluorescence protein area was normalized to the cell area as specified above to enable comparison of a larger number of cells for statistical analysis. The normality assumption was checked using Q-Q plot and Shapiro-Wilk test prior to conducting one way ANOVA. Alpha level less or equal to 0.05 was the threshold for statistical significance defined as p-value <0.05. STATA software v. 17.0 BE (Stata LLC, College Station, TX) was used to conduct the analysis.

## 3 Results

### 3.1 Characteristics of rats and SFA

The age of young rats was 4 months (n = 5), and the age of old rats was 24 months (n = 4). The body weights for old rats (442 ± 6 g) were significantly higher than those of young rats (337 ± 14 g). The maximal passive diameters were not significantly different between groups (young 184.6 ± 18.9 µm vs. old 190.4 ± 28.1 µm). Differences in animal weight and maximal diameters of arteries between groups (young vs. old) were analyzed using t-tests and one-way ANOVA among groups.

### 3.2 RNA-sequencing displays an age-dependent pattern of gene expression

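VSM cells were cultured from the soleus feed artery (SFA), the artery that carries blood to the soleus muscle, of 3 young rats aged 4 months and 3 old rats aged 24 months, and the polyadenylated RNA of each culture was sequenced as 1 stranded library. The values used here are the authors' gene counts, which were not normalized and covered 14475 genes named by Ensembl identifier. Counts on genes summed to 44235674, 59700887 and 51294838 in young replicates 1, 2 and 3 and to 50237113, 50232073 and 54090512 in old replicates 1, 2 and 3, with a median of 51294838 in young and 50237113 in old. The paper states a depth of 26.9M to 33.1M reads per sample, while all values reported here use the totals counted on genes. In each library, between 68.7% and 71.1% of the counts from 1 to 19 were even, a pattern that counting both mates of a read pair would leave, in which case the number of sequenced fragments was below the totals. The authors trimmed the reads, aligned them with STAR to the rat assembly Rnor 6.0 and counted them with featureCounts. The strand and multi-mapping settings are not given in the sources used here, so genes with near-identical copies or antisense neighbors are uncertain. The paper names a RefSeq annotation, whereas the table gives Ensembl identifiers, of which 1518 had no gene symbol. Every gene had at least 10 counts in at least 3 libraries and 399 genes reached 10 counts in exactly 3, so a filter on low counts had been applied to the table. Young and old VSM cells were compared with edgeR's quasi-likelihood test after TMM normalization and Benjamini-Hochberg adjustment, with the paper's thresholds of an adjusted p under 0.05 and an absolute log2 fold change of at least 1, and the DESeq2 Wald test used by the paper was run on the same counts. Normalized values are given as CPM, counts scaled by the normalized library size. Spearman's rho across genes, which are not independent replicates, was between 0.973 and 0.991 for libraries of the same age group. For libraries of different age groups it was between 0.942 and 0.983, highest for young replicate 1 with old replicate 1, so the 2 ranges overlap. No library repeated another, since the chi-square per gene between libraries of a group was at least 67.1, where sampling noise alone gives 1.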

To identify genes of interest that were differentially regulated based on age, total RNA has been extracted, sequenced, and gene expression analyzed from both young and old VSM cells (n = 3 rats per each group). All comparisons were made with the young samples treated as the reference level against the aged samples. Differentially expressed genes (DEGs) were identified (Figure 1A) as having a p-adjusted value (*p*) < 0.05, and log_2_ fold change (fc) ≥ 1 or ≤ −1. A total of 326 upregulated and 479 downregulated DEGs (Figure 1A) were identified comparing the old:young VSM cells. 

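In the edgeR test of 14475 genes, 1 gene passed both thresholds and was downregulated in old VSM cells, and 0 genes were upregulated. The gene was Afap1l2 (ENSRNOG00000017164), an actin filament associated protein gene, at 77.5 ± 23.1 CPM (SD, n = 3) in young and 5.42 ± 0.134 CPM (SD, n = 3) in old. Its log2 fold change was -3.84 (standard error 0.24, adjusted p = 0.0304 from edgeR's quasi-likelihood test). At an unadjusted p under 0.05 the same test gave 3277 genes, where 724 would be found by chance. Another 380 genes had an absolute log2 fold change of at least 1 and an adjusted p between 0.05 and 0.1. On the same counts, the DESeq2 Wald test called 805 DEGs, of which 326 were upregulated and 479 downregulated. limma-voom called 0 DEGs, with 3347 genes at an unadjusted p under 0.05. In edgeR, 805 of the 805 genes called by DESeq2 changed in the same direction, with adjusted p between 0.0304 and 0.213. In 750 of them (93.2%) the 3 old libraries all lay above or all below the 3 young libraries, compared with 29.2% of all genes and 10% by chance. DESeq2 called these genes for their difference between the same libraries, so the 93.2% is not independent evidence and the 10% is no reference for it. When young and old libraries were simulated from these counts with 200 genes changed by 2 on the log2 scale, edgeR recovered 87.8% of the changed genes and DESeq2 95.8%, and 4.77% and 20.1% of their calls were genes that had not been changed. Simulated genes varied independently, only genes above a minimum mean count were changed, and no library lay between the groups. The false share also depends on how many genes are changed. In the real libraries 1652 genes had an absolute log2 fold change of at least 1 in edgeR. The simulation therefore gives neither the power nor the false share of the tests there. Of the libraries left out in turn, old replicate 1 changed the number of DEGs most. Without it edgeR called 732 DEGs, of which 402 were also DEGs of DESeq2 with all libraries, and DESeq2 called 1377. With any other library left out, edgeR called between 0 and 5 DEGs and DESeq2 between 551 and 737.

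**Figure D1:**
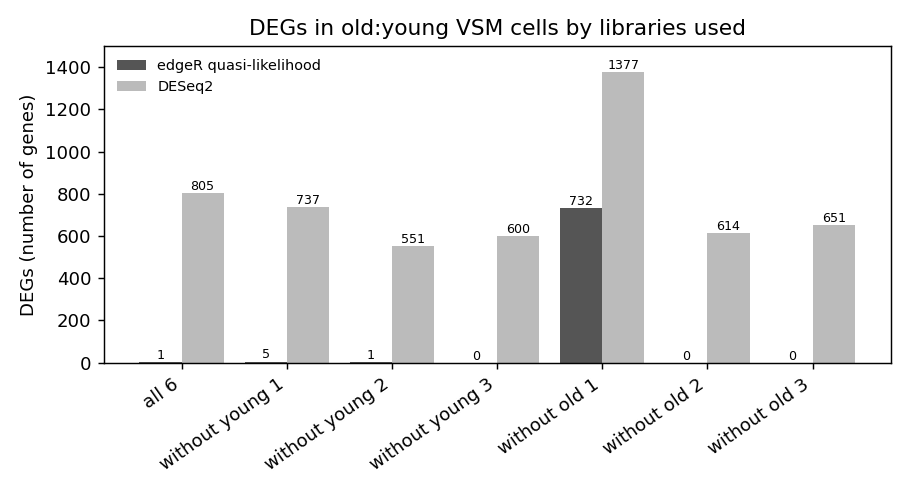
Number of DEGs (adjusted p under 0.05, absolute log2 fold change of at least 1) in old:young VSM cells with all 6 libraries and with each library left out, by edgeR's quasi-likelihood test (dark bars) and DESeq2 (light bars). The edgeR count is 5 or less except without old replicate 1, where it is 732, and the DESeq2 count lies between 551 and 1377.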

The heatmap (Figure 1B) shows several genes involved in VSM actomyosin contractility and adhesion to the matrix, as well as genes encoding specific VSM marker proteins (Dinardo et al., 2014; Owens, 1995). These genes showed highly consistent expression patterns across biological replicates in each group. 

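Of the 18 genes labelled in the heatmap of Figure 1B, 15 were lower and 3 were higher in old VSM cells, and 18 changed in the direction that the heatmap shows. For each of the 18, the 3 old libraries all lay on the same side of the 3 young libraries. Chance gives 10% for genes picked without regard to these libraries, but the paper picked these 18 from its DEGs on the same libraries, and 93.2% of all DEGs of DESeq2 had separate groups. The coefficient of variation of the normalized counts had a median of 25.8% among the young replicates (range 7.43% to 94.3%) and of 33.6% among the old replicates (range 16.5% to 98.3%). Over the 12257 genes with an average above 1 CPM these medians were 9.94% and 14.6%. The young replicates of Itga7 varied least, at 14.2 ± 1.06 CPM (SD, n = 3) against 2.74 ± 0.740 CPM (SD, n = 3) in old. Those of Itgb7 varied most, with 28, 12 and 4 counts in the 3 young libraries. Among the old replicates, Itgb1bp2 varied most, at 1.12 ± 1.11 CPM (SD, n = 3), with 119 counts in old replicate 1 and 19 and 33 counts in the other old libraries. In edgeR's quasi-likelihood test 0 of the 18 genes passed the thresholds for a DEG, with adjusted p from 0.0531 to 0.199, although 18 had an unadjusted p under 0.05. Adjusted over the list alone, 18 had an adjusted p under 0.05, which is not independent evidence because the genes were chosen by the paper on these libraries. DESeq2 called 18 of the 18, with adjusted p of at most 0.0439, and limma-voom called 0. Without old replicate 1, edgeR called 13 of them.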

Aligning with our previous studies, we have shown by qRT-PCR that integrin β1 and several α-integrin subunits were downregulated in VSM cells isolated from old SFA. In addition, SMα-actin mRNA expression was also lower in VSM cells isolated from old SFA (Ojha et al., 2022). Moreover, previous fluorescence imaging showed that protein expression for vinculin and SMa-actin is also reduced in VSM cells isolated from old SFA (Seawright et al., 2018). At the same time, members of collagen family show upregulation in aging (Dinardo et al., 2014) as we also have shown in histological sections of aged SFA (Trache et al., 2020).

**FIGURE 1:**
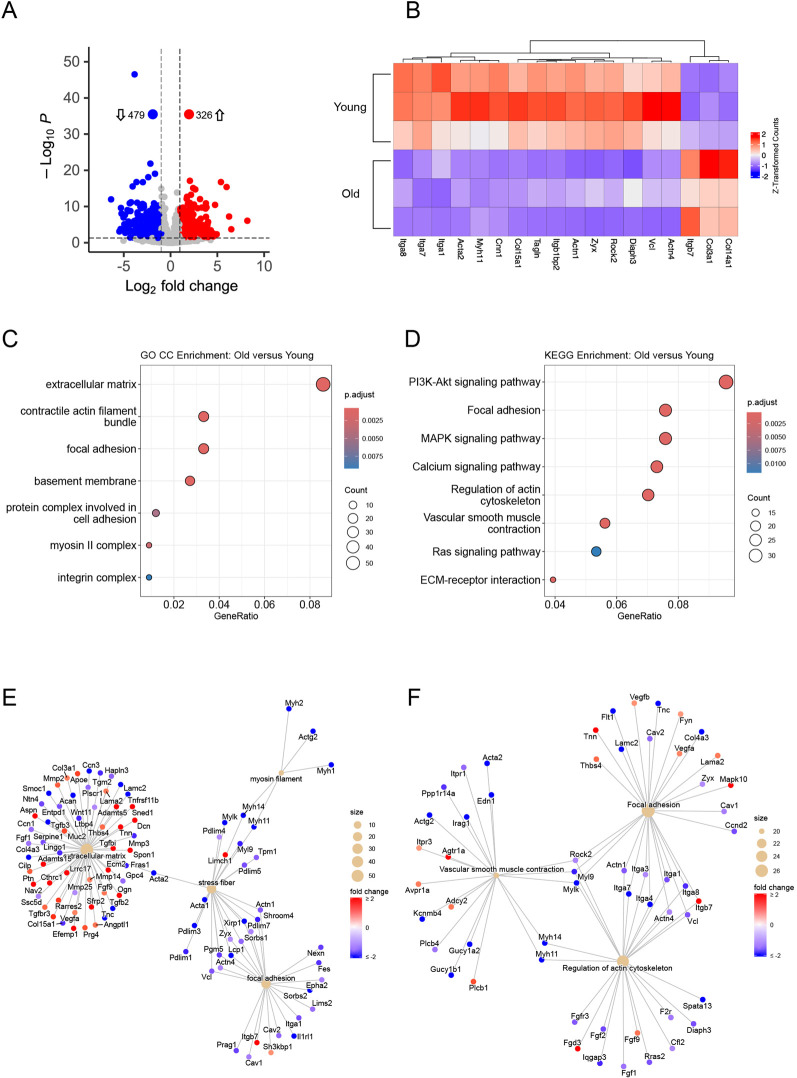
Differential gene expression analysis of aged versus young VSM cells. **(A)** Volcano plot showing total number of significant DEGs identified between the age groups. Red circles and blue circles indicate up and down regulated genes, respectively, old:young VSM cells. Grey circles indicate genes that failed significance thresholds. Dashed lines indicate significance thresholds at *p* < 0.05, and |log_2_ fold change| ≥ 1. **(B)** 2D heatmap showing the z-transformed counts for a subset of significant genes in old:young VSM cells. GO CC **(C)** and KEGG **(D)** term enrichment dot plots. Diameter of circles indicate the number of genes perturbed in the term sets, and the color gradient indicates the p-adjusted value for significance in the fold enrichment. GO CC **(E)** and KEGG **(F)** gene-pathway network plots. Beige circles indicate terms with the diameter reflecting the total number of genes perturbed. Genes are connected to terms based on known associations and are colored by the log_2_ fold change calculated during differential gene expression analysis. For visual presentation color shade does not change above 2 or below −2.

### 3.3 Vascular smooth muscle contractility pathway is age-dependent

Annotated term enrichment analysis was conducted on the 805 DEGs, to gain insight on the roles and pathways these genes have. Both the GO (Ashburner et al., 2000) and KEGG (Kanehisa et al., 2010; Kanehisa et al., 2017) *R. norvegicus* databases were queried using a *p* < 0.05, and fold enrichment >1 as thresholds to define enriched terms. The GO Cellular Component (GO CC) ontology (Figure 1C) revealed enrichment of cellular location/complex terms in the extracellular matrix (GO:0031012), contractile actin filament bundle (GO:0097517), focal adhesion (GO:0005925), basement membrane (GO:0005604), protein complex involved in cell adhesion (GO:0098636)/integrin complex (GO:0008305), and myosin II complex (GO:0016460). 

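The GO term tables of the paper were not analysed here. In their place, 16 gene lists written before the counts were examined were tested for an excess of DEGs against all other tested genes with Fisher's exact test (two-sided, Benjamini-Hochberg adjustment over the 16 lists). The 1 DEG of edgeR is in none of the lists, so 0 lists held an excess, which says nothing about enrichment. With the 805 DEGs of DESeq2, which were 5.56% of all genes, 9 lists did. Contractile genes had the largest share, with 19 of 26 genes called (73.1%, adjusted p = 8.54e-18 from Fisher's exact test). Among the other lists on contractility, adhesion and matrix, myosin heavy and light chains had 6 of 13 (46.2%, adjusted p = 0.000190). Small leucine-rich proteoglycans of the extracellular matrix had 5 of 14 (35.7%, adjusted p = 0.00245). Focal adhesion genes other than integrins had 12 of 39 (30.8%, adjusted p = 6.26e-06) and integrin subunits 6 of 21 (28.6%, adjusted p = 0.00245). Matrix proteases of the Mmp and Adamts families had 6 of 27 (22.2%, adjusted p = 0.00656). Collagen chains had 4 of 35 (11.4%, adjusted p = 0.146) and did not pass the threshold. The called contractile, focal adhesion and myosin genes were all downregulated, the called proteoglycans were all upregulated, and the called proteases were divided into 4 upregulated and 2 downregulated. The other 3 lists with an excess were those of endothelial genes with 4 of 12 (33.3%, adjusted p = 0.00656), skeletal muscle genes with 5 of 19 (26.3%, adjusted p = 0.00656) and fibroblast genes with 5 of 26 (19.2%, adjusted p = 0.0208). The excess of a list among DEGs called in the same cultures does not separate gene regulation within VSM cells from other cells in the culture.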

KEGG module enrichment (Figure 1D) similarly identified biological pathway enrichment in PI3K-Akt signaling (rno04151), focal adhesion (rno04510), MAPK signaling (rno04010), calcium signaling (rno04020), regulation of actin cytoskeleton (rno04810), vascular smooth muscle contraction (rno04270), Ras signaling (rno04014), and extracellular matrix-receptor interaction terms (rno04512). The pathway terms enriched here (Figures 1C,D) are consistent with previous studies in cannulated vessels highlighting the reduced contractility of aged SFA (Seawright et al., 2018; Seawright et al., 2016).

To further probe the gene level perturbation of the enriched terms, gene-pathway network plots (Figures 1E,F) were rendered to show interactivity of pathways with overlapping genes. In the GO CC enriched term network plot (Figure 1E), smooth muscle contractility genes such as Acta2, Myh11, and Vcl encoding vinculin protein that directly binds to actin showed strong association with cellular components related to contractile actomyosin bundle that regulates intracellular tension and focal adhesions, respectively. 

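Acta2 (ENSRNOG00000058039), which encodes SM α-actin, had 7646 ± 2705 CPM (SD, n = 3) in young and 1583 ± 556 CPM (SD, n = 3) in old VSM cells. Its log2 fold change was -2.27 (standard error 0.38, adjusted p = 0.0636 from edgeR's quasi-likelihood test). Myh11 (ENSRNOG00000057880), which encodes smooth muscle myosin heavy chain, had 1131 ± 501 CPM (SD, n = 3) in young and 134 ± 82.4 CPM (SD, n = 3) in old. The log2 fold change of Myh11 was -3.08 (standard error 0.55, adjusted p = 0.0648 from edgeR). Vcl (ENSRNOG00000010765) had 1710 ± 618 CPM (SD, n = 3) in young and 611 ± 258 CPM (SD, n = 3) in old, with a log2 fold change of -1.48 (standard error 0.39, adjusted p = 0.116 from edgeR). For each of these genes the 3 old libraries lay below the 3 young libraries. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.10. The DESeq2 Wald test gave adjusted p of 2.66e-08 for Acta2, 4.63e-08 for Myh11 and 0.00264 for Vcl, and limma-voom gave 0.0596, 0.0629 and 0.114. With each library left out in turn, the log2 fold change stayed between -2.59 and -1.99 for Acta2, between -3.71 and -2.73 for Myh11 and between -1.84 and -1.15 for Vcl. Acta2 shares most of its coding sequence with other actin genes, and its counts depend on how the counting treated reads that match several of them.

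**Figure D2:**
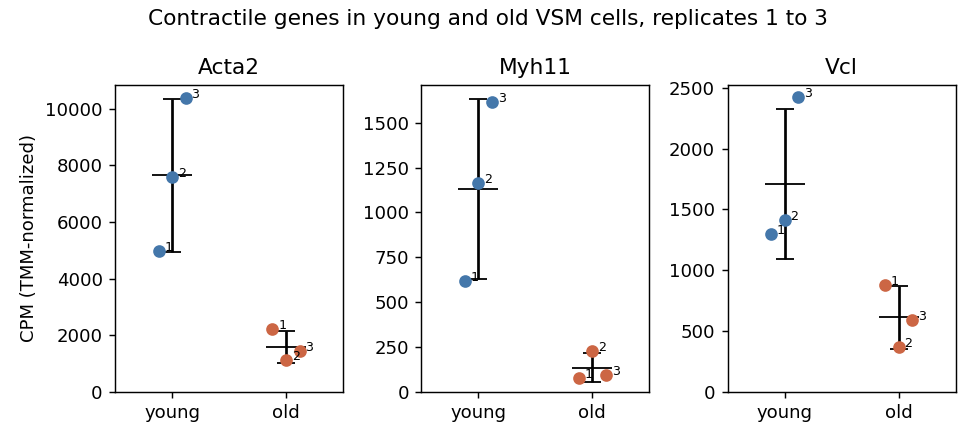
Normalized counts (CPM) of Acta2, Myh11 and Vcl in young and old VSM cells on linear axes that start at 0. Points are the 3 libraries of each age group with their replicate numbers, and bars give the mean ± SD. The old libraries lie below the young libraries for each gene, and the young means are 7646, 1131 and 1710 CPM.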

All these genes were significantly downregulated in aged vs. young VSM cells. Myosin filament, stress fiber, and focal adhesion/integrin complexes had most associated genes downregulated, indicating a significant reduction in aged VSM contractility compared to young. 

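The 5 genes drawn at the myosin filament term of Figure 1E were all lower in old VSM cells, and so were 31 of the 34 genes drawn at the stress fiber, focal adhesion and integrin terms, each of the 34 in the direction drawn. These genes were picked by the paper from its DEGs on the same libraries, and so the tally is not independent of the calls. DESeq2 called 5 of the 5 and 34 of the 34, whereas edgeR's quasi-likelihood test called 0 and 0, with 5 and 34 at an unadjusted p under 0.05 and 0.0531 as the lowest adjusted p. All Myh and Myl genes in the table were then taken by symbol. Of these 13 myosin genes, 12 were lower in old, with a median log2 fold change of -1.01 and an adjusted p of 8.36e-07 from limma's camera test with a preset correlation between genes of 0.01. Of 39 focal adhesion genes from a list written before the counts were examined, 35 were lower in old (median log2 fold change -0.71, adjusted p = 1.82e-14 from camera). limma's fry test, which estimates the correlation from the libraries, gave adjusted p of 0.00676 for the myosin genes and 0.0335 for the focal adhesion genes. Adjusted over the list alone, 9 of the 13 myosin genes and 26 of the 39 focal adhesion genes had an adjusted p under 0.05 in edgeR, compared with 0 of each when adjusted over all genes. At the myosin filament term, Actg2 fell by 3.95 on the log2 scale (standard error 0.84, adjusted p = 0.0834 from edgeR), but its young mean of 165 ± 184 CPM (SD, n = 3) was carried by young replicate 3, and without that library the log2 fold change was -2.47. Myh2 and Myh1 are myosin heavy chains of fast skeletal muscle whose sequences are close enough for reads to be split between them. The log2 fold change of Myh2 was -3.11 (adjusted p = 0.136 from edgeR), Myh1 went from 95.2 ± 39.8 to 11.9 ± 13.9 CPM (SD, n = 3 each, adjusted p = 0.152 from edgeR), and without old replicate 3 their log2 fold changes were -4.84 for Myh2 and -4.59 for Myh1. Myh14 was near the lower end of detection, at 1.98 ± 0.426 CPM (SD, n = 3) in young and 0.464 ± 0.0475 CPM (SD, n = 3) in old.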

Extracellular matrix associated genes displayed a more dynamic response to aging, suggesting age-induced remodeling mechanisms that are associated with increased stiffness of the matrix (Kohn et al., 2015). 

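Extracellular matrix genes moved both ways. Of the 35 collagen chains in the table, 24 were higher and 11 lower in old VSM cells. Their median log2 fold change was 0.37 and their mean 0.09, and the camera test did not pass its threshold (adjusted p = 0.0637). Col3a1 (ENSRNOG00000003357) rose from 13068 ± 2716 to 32351 ± 9242 CPM (SD, n = 3 each), a log2 fold change of 1.31 (standard error 0.33, adjusted p = 0.111 from edgeR's quasi-likelihood test). Col14a1 rose from 148 ± 80.1 to 800.3 ± 281 CPM (SD, n = 3 each), a log2 fold change of 2.43 (standard error 0.48, adjusted p = 0.0743 from edgeR). Col15a1 fell from 391 ± 92.4 CPM (SD, n = 3) in young to 136, 99.9 and 109 CPM in the old libraries, a log2 fold change of -1.76 (standard error 0.21, adjusted p = 0.0531 from edgeR). DESeq2 called these 3 chains and Col4a3, which was chosen after its values were seen. Col4a3 had 3.57, 11.2 and 44.9 CPM in the young and 0.281, 0.231 and 0.224 CPM in the old libraries, a log2 fold change of -6.33 (standard error 1.08, adjusted p = 0.0636 from edgeR). Of the 27 Mmp and Adamts proteases, 15 were higher and 12 lower, with a median log2 fold change of 0.04 (adjusted p = 0.306 from camera). Small leucine-rich proteoglycans went mostly upward. In this list of 14 genes, 12 were higher in old, with a median log2 fold change of 1.35 (adjusted p = 3.37e-05 from camera and 0.0368 from fry). Adjusted over the list alone, 5 collagen chains, 1 protease and 3 proteoglycans had an adjusted p under 0.05 in edgeR, compared with 0 of each when adjusted over all genes. The collagen result was the only one of these 3 lists to change its call with a library left out. Without young replicate 3 the median of the collagen chains was 0.58 (adjusted p = 0.0186 from camera) and without old replicate 2 it was 0.32 (adjusted p = 0.0220 from camera).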

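Itga8 (ENSRNOG00000016538) had 445 ± 83.0 CPM (SD, n = 3) in young and 129 ± 43.3 CPM (SD, n = 3) in old VSM cells, a log2 fold change of -1.78 (standard error 0.27, adjusted p = 0.0557 from edgeR's quasi-likelihood test). Itga1 (ENSRNOG00000053550) fell from 313 ± 79.7 to 107 ± 46.4 CPM (SD, n = 3 each), a log2 fold change of -1.55 (standard error 0.34, adjusted p = 0.0924 from edgeR). Itga3 (ENSRNOG00000004276) fell from 58.9 ± 15.3 to 29.0 ± 5.87 CPM (SD, n = 3 each), a log2 fold change of -1.02 (standard error 0.24, adjusted p = 0.09999 from edgeR), and with each library left out in turn its log2 fold change lay between -1.22 and -0.85. Itga4 (ENSRNOG00000004861) had 40, 300 and 1489 counts in the 3 young libraries and 6, 22 and 15 counts in the old libraries. Its log2 fold change was -5.44 (standard error 1.38, adjusted p = 0.111 from edgeR) with all libraries and -3.41 without young replicate 3. Itgb7 (ENSRNOG00000012208) had few reads, with 28, 12 and 4 counts in the young libraries and 56, 109 and 98 counts in the old libraries. It was higher in old, with a log2 fold change of 2.50 (standard error 0.70, adjusted p = 0.127 from edgeR), and the old libraries lay above the young libraries. DESeq2 called each of these 5 subunits, with adjusted p of 9.13e-08 for Itga8, 0.000342 for Itga1, 0.00283 for Itga3, 0.000761 for Itga4 and 0.00960 for Itgb7. Itga7, which also fell, had a log2 fold change of -2.38 (standard error 0.23, adjusted p = 0.0531 from edgeR). Over the 21 integrin subunits in the table, 14 were lower and 7 higher in old, with a median log2 fold change of -0.33 (adjusted p = 0.0377 from camera and 0.0335 from fry). Adjusted over the list alone, 6 of the 21 had an adjusted p under 0.05 in edgeR. The integrin list lost its camera call under limma-voom (median -0.28, adjusted p = 0.108) and without young replicate 3, old replicate 1 or old replicate 2, where the medians were -0.19, -0.41 and -0.23.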

The KEGG gene-pathway networks (Figure 1F) showed downregulation of several α and β integrins (Itga1/3/4/8, Itgb7) and vinculin that is associated with regulation of actin cytoskeleton and focal adhesion, while downregulation of Acta2 and Myh11 is associated to contractile function in VSM cells. Taken together, these results suggest that mechanisms related to cellular contractility and adhesion experience significant downregulation in aged vs. young SFA.

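A list of 28 contractile genes of smooth muscle was written before the counts were examined, and 26 of them were in the table. In old VSM cells 26 of the 26 were lower, with a median log2 fold change of -1.67 and individual values from -3.95 to -0.11. The adjusted p of the list was 1.45e-26 from camera and 0.0193 from fry. For 25 of the 26 genes the 3 old libraries lay below the 3 young libraries, where 10% of genes would have separate groups by chance. Adjusted over the list alone, 25 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, compared with 0 when adjusted over all genes, and DESeq2 called 19. The median of the list stayed between -1.87 and -1.44 with each library left out in turn. Of the 7 lists on contractility, adhesion and matrix, the contractile, focal adhesion and myosin lists passed the threshold of the set test downward under each of 15 alternatives, fry among them, and the proteoglycan list did so upward. Fibroblast genes were higher in the old cultures (adjusted p = 3.19e-06 from camera and 0.0147 from fry), with separate groups for 7 of 26 genes. Proliferation genes were lower by camera (adjusted p = 1.82e-14) but not past the threshold by fry (0.104), with separate groups for 9 of 35 genes. Groups would be separate for 10% of genes by chance and were for 29.2% of all genes. The lists do not separate regulation within VSM cells from a different make-up or growth of the cultures. From the lower counts of contractile and adhesion genes and the terms in which they gather (Figures 1C–F), the paper proposes that contractility and adhesion mechanisms are downregulated in aged SFA.

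**Figure D3:**
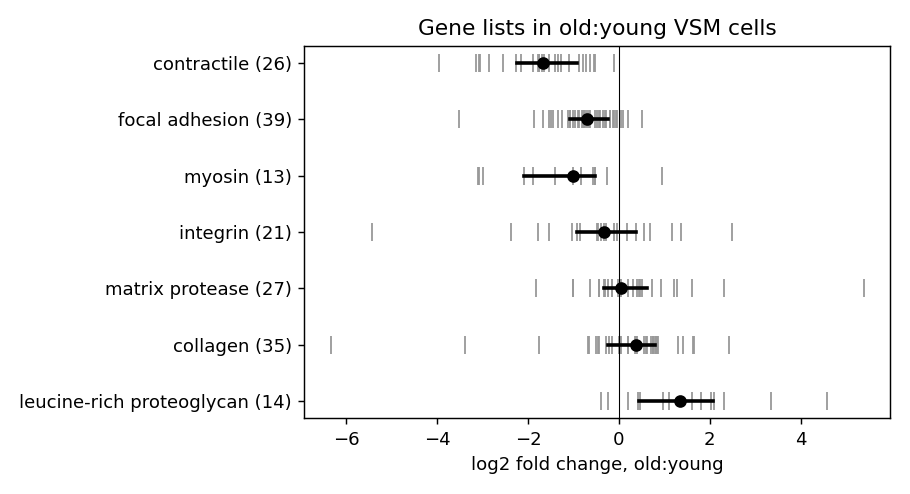
Log2 fold change in old:young VSM cells of the genes of 7 lists, with the number of genes in parentheses. Grey ticks are genes, dots are medians and thick lines run from the lower to the upper quartile. The contractile median lies at -1.67 and the leucine-rich proteoglycan median at 1.35.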

### 3.4 Short-duration pressure treatment restores VSM myogenic constriction in aged SFA

To evaluate the myogenic responses, SFA were exposed to increased pressures in a stepwise manner. Results showed that myogenic contractile responses were significantly lower in old SFA compared with young SFA at all pressures (Figure 2). Pre-treatment of old arteries with short-duration (1 h) high pressure (130 cm H_2_O) restored these constrictor responses in old arteries such that Old p130 was not different from Young p90. These data support our hypothesis that short-duration wall stretch improves myogenic contractility in aged SFA.

**FIGURE 2:**
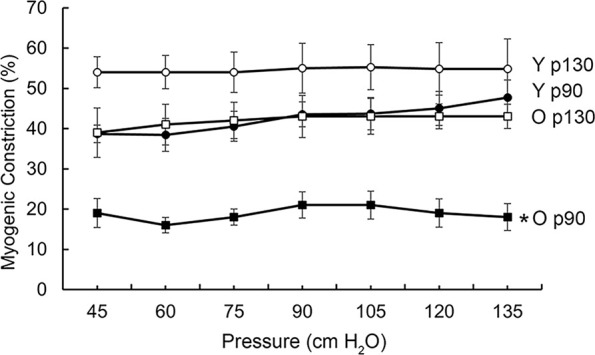
Effect of aging and pressure pre-treatment on myogenic constrictor responses in SFA. Myogenic responses were assessed in young and old SFA using 15 cm H_2_O step increases in pressure. Pre-treatment of old arteries with 130 cmH_2_O pressure for 1 h recovered myogenic response in old SFA. n = 4-5 rats/group. Data shown are mean ± SE. * Significance was evaluated at p < 0.05.

### 3.5 Cyclic stretch induces actin stress fiber formation in aged VSM cells

To evaluate the contribution of mechanical stimulation to VSM structural remodeling, we used an *in vitro* biaxial cyclic stretch system (Na et al., 2008) to mimic the circumferential stretch sensed by VSM cells in the vessel wall. Representative images of VSM cells plated on fibronectin functionalized membranes and immunofluorescently labeled for SMα-actin, a cytoskeletal protein essential for VSM contraction, show a progressive increase of actin fiber accumulation with increased duration of cyclic stretch, presenting more densely packed fibers along the long axis of the cell with time (Figure 3). Quantitative image analysis of fluorescence images (Figure 3; Supplementary Figure S1) showed that mechanical stretching increased smooth muscle α-actin (SMα-actin) protein area with old cells presenting more SMα-actin fibers at 2 min stretch which is maintained throughout the experimental time of 30 min. In contrast, SMα-actin protein area in young cells does not increase until 15 min stretch time, when they are not different from the old cells. These data show that stretch-induced mechanical stimulation is associated with an age- and time-dependent increase in SMα-actin fibers.

**FIGURE 3:**
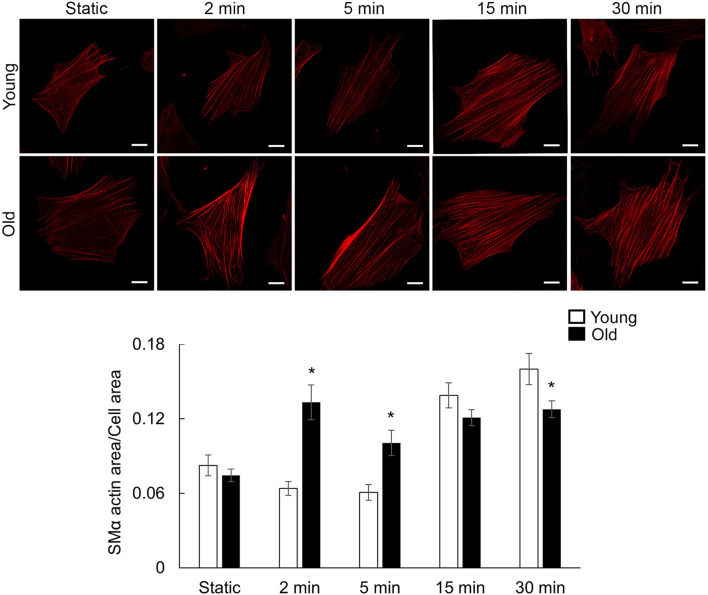
Representative confocal images of VSM cells plated on fibronectin-functionalized membranes. VSM cells have been exposed to cyclic stretch for different time duration 2, 5, 15, and 30 min and fluorescently labeled for SMα-actin. No stretch, static condition was used as control. Scale bar represents 10 μm. Quantitative fluorescence measurements are presented as mean ± SE. Significance was evaluated at p < 0.05. * Values are significantly different from young (n = 47–64 cells/group).

### 3.6 Cyclic stretch induces time-dependent protein recruitment at cell-matrix adhesions in aged VSM cells

To further investigate how mechanical stretching affects VSM cell adhesion to the matrix, immunofluorescence staining was performed for both vinculin, as a cell-matrix adhesion marker, and integrin β1 involved in connecting the cell to the extracellular matrix substrate. When mechanical stretch is absent, there is no difference between young and old cells recruitment at cell-matrix adhesions for either vinculin or integrin β1 (i.e., integrin a5b1). Both cell groups show puncta-like small adhesions towards the center of the cell and an increase in adhesions towards the cell edges at higher stretch times. As the VSM cells were exposed to increased time of mechanical stretch, a similar time-dependent pattern of response was recorded for vinculin (Figure 4) as presented above for SMa-actin. Quantitative image analysis of fluorescence images (Figure 4; Supplementary Figure S2) showed that old cells responded immediately (2 min) to the external mechanical stretch by recruiting vinculin at cell-matrix adhesions but took a longer time (15 min) for the young cells to respond to the same exposure of the mechanical stretch.

**FIGURE 4:**
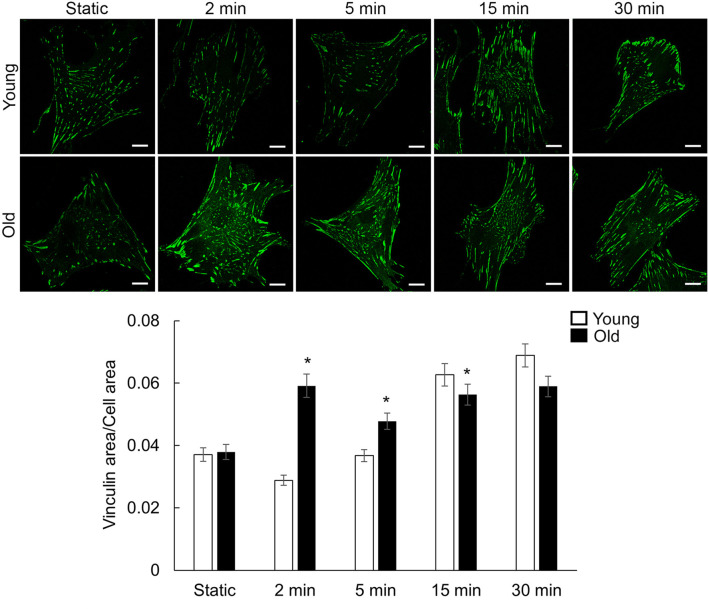
Representative confocal images of VSM cells plated on fibronectin-functionalized membranes. VSM cells have been exposed to cyclic stretch for different time duration 2, 5, 15, and 30 min and fluorescently labeled for vinculin. No stretch, static condition was used as control. Scale bar represents 10 μm. Quantitative fluorescence measurements are presented as mean ± SE. Significance was evaluated at p < 0.05. * Values are significantly different from young (n = 47–64 cells/group).

Integrin β1 showed a different time-response pattern to the mechanical stretch than vinculin (Figure 5). Fluorescence image quantification showed no difference between the age groups at each stretch time point, however, a moderate integrin β1 recruitment increase for 2–15 min, followed by another step increase at 30 min was measured (Figure 5; Supplementary Figure S3). Taken together, these data show that stretch-induced mechanical stimulation induces significant time-dependent differential recruitment of vinculin and integrin β1.

**FIGURE 5:**
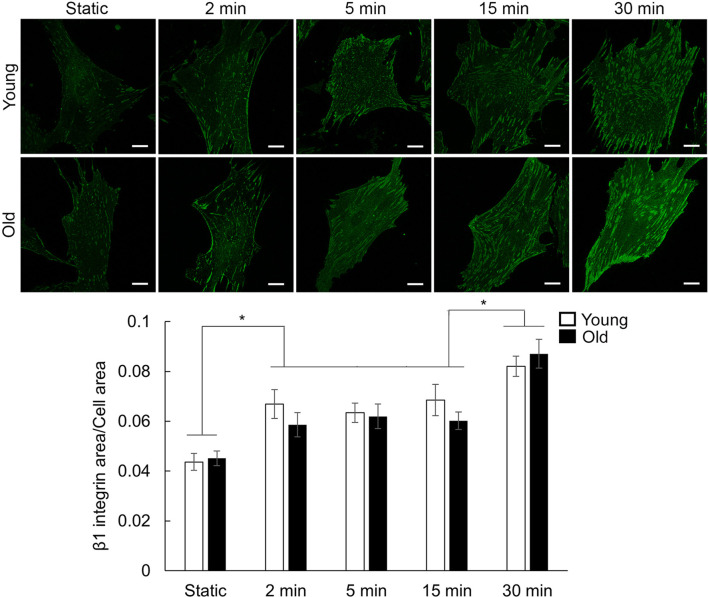
Representative confocal images of VSM cells plated on fibronectin-functionalized membranes. VSM cells have been exposed to cyclic stretch for different time duration 2, 5, 15, and 30 min and fluorescently labeled for integrin β1. No stretch, static condition was used as control. Scale bar represents 10 μm. Quantitative fluorescence measurements are presented as mean ± SE. Significance was evaluated at p < 0.05. * Values are significantly different between different stretch times (n = 40–61 cells/group).

### 3.7 Pressure treatment has a substrate-stiffness dependent effect on aged VSM cells

Since the increase of intraluminal pressure has a significant effect in restoring myogenic contractility in aged SFA, we asked if the pressure treatment-induced changes may depend on the stiffness of the extracellular matrix. Thus, young and old VSM cells were cultured on soft and stiff substrates coated with fibronectin and subjected to 160 cm H_2_O pressure treatment (Swiatlowska et al., 2022). VSM cell morphology was assessed by immunofluorescence labeling for SMα-actin (Figure 6; Supplementary Figure S4) and integrin β1 (Figure 7; Supplementary Figure S5). While actin stress fibers and adhesions form on both substrate types, pressure treatment has no effect on aged cells on soft substrates, but there is a slight decrease in young cells with respect to control. Thus, the soft substrate reduces the age-dependent differences in mean fluorescence intensity of these proteins, and pressure has no effect on old cells. However, for cells plated on stiffer substates, SMα-actin and integrin β1 mean fluorescence intensities were significantly reduced in old cells compared with young control, while pressure treatment induced a significant recovery of the mean fluorescence intensity of these proteins in old but not young cells on stiff substrates.

**FIGURE 6:**
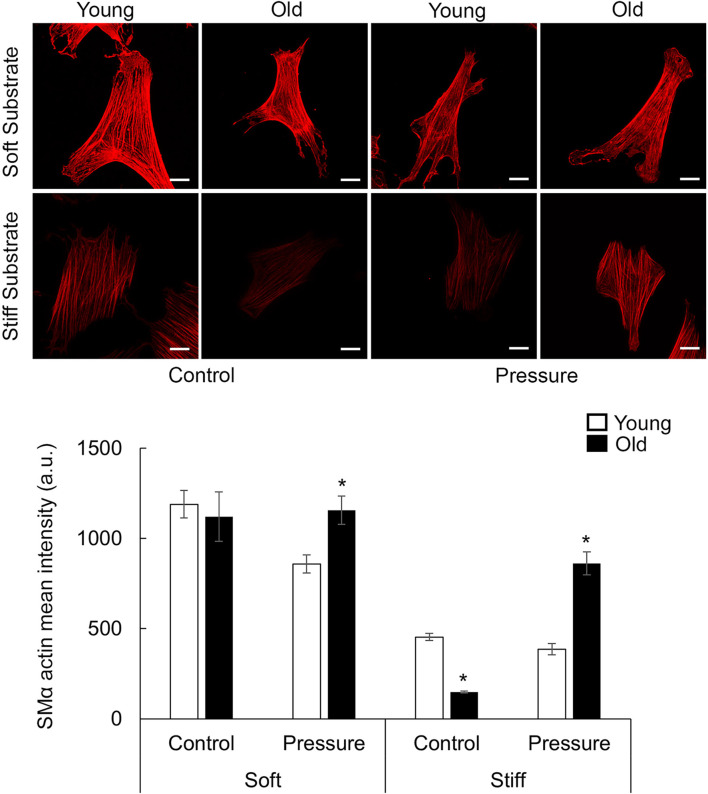
Representative confocal images of VSM cells plated on fibronectin-functionalized hydrogels of different stiffnesses (soft 4 kPa, stiff 100 kPa). VSM cells have been exposed to 16 kPa hydrostatic pressure for 30 min and fluorescently labeled for SMα-actin (n = 14–67cells/group). No pressure condition was used as control. Scale bar represents 20 μm. Quantitative measurements of overall fluorescence intensity are presented as mean ± SE. Significance was evaluated at p < 0.05. * Values are significantly different from young.

**FIGURE 7:**
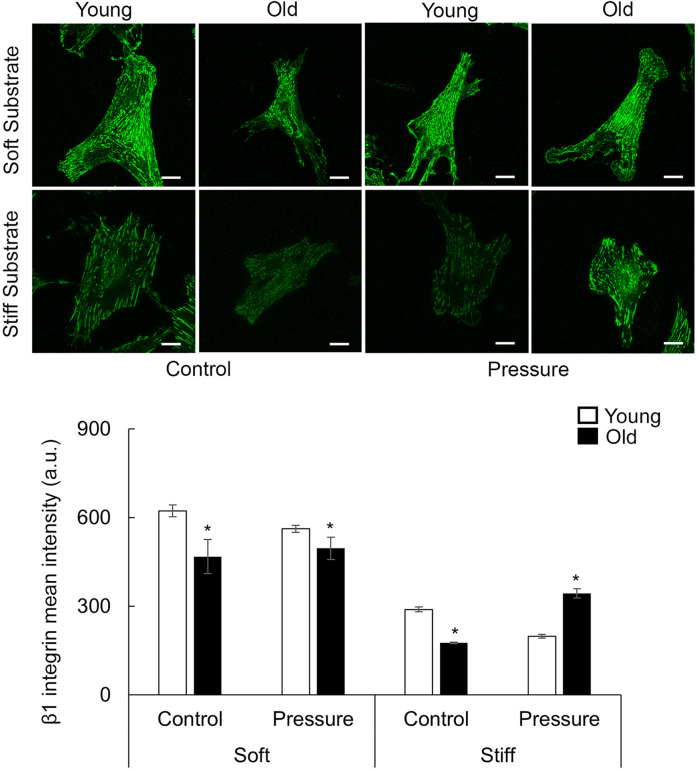
Representative confocal images of VSM cells plated on fibronectin-functionalized hydrogels of different stiffnesses (soft 4 kPa, stiff 100 kPa). VSM cells have been exposed to 16 kPa hydrostatic pressure for 30 min and fluorescently labeled for integrin β1 (n = 14-67 cells/group). No pressure condition was used as control. Scale bar represents 20 μm. Quantitative measurements of overall fluorescence intensity are presented as mean ± SE. Significance was evaluated at p < 0.05. * Values are significantly different from young.

Next, we asked whether pressure treatment-induced actin fiber formation is regulated by cofilin, a potent actin depolymerization factor (Kanellos et al., 2015). Quantification of mean fluorescence intensity of the inactive form of cofilin (i.e., phospho-cofilin) showed a good correlation between p-cofilin and SMα-actin upregulation in cells plated on stiff substrates (Figure 8; Supplementary Figure S6). For soft substrates, however, p-cofilin shows an age-independent slight decrease compared with control.

Taken together, these data suggest that the pressure treatment has a matrix stiffness-dependent beneficial effect in aging and is able to recover essential elements on the contractility pathway.

**FIGURE 8:**
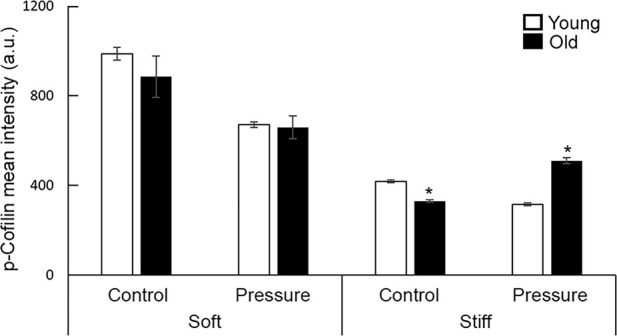
Quantitative measurements of overall fluorescence intensity VSM cells plated on fibronectin-functionalized hydrogels of different stiffnesses (soft 4 kPa, stiff 100 kPa). VSM cells have been exposed to 16 kPa hydrostatic pressure for 30 min and fluorescently labeled for p-cofilin (n = 14–67 cells/group). No pressure condition was used as control. Scale bar represents 20 μm. Measurements are presented as mean ± SE. Significance was evaluated at p < 0.05. * Values are significantly different from young.

## 4 Discussion

Vascular aging is a physiological process characterized by progressive alteration of the structure and function of the arteries. Age-induced vascular remodeling is mostly characterized by arterial stiffening (Sehgel et al., 2015), which reduces the ability of large arteries to dampen the blood pressure wave as it travels to the microcirculation (O'Rourke and Safar, 2005). This, in turn, will transfer the pulsatile energy to the microvasculature leading to increased vascular resistance and impaired organ function (Maier et al., 2023). Pulse wave velocity measurements in conduit arteries are used clinically to determine vascular stiffness, but the importance of vascular stiffening in the microcirculation is not fully understood.

As aging progresses, there is a reduced expression of adhesion and contractile proteins within VSM cells which result in a phenotypic switch towards a more synthetic and hypertrophic state, eventually leading to elevated wall stiffness and reduced contractility of arteries (Seawright et al., 2018; Muller-Delp et al., 2018). The RNAseq analysis (Figure 1) confirmed at a larger scale previous findings related to a decrease in contractile and adhesion proteins in aged VSM cells. Both CC GO and KEGG pathway enrichment analysis showed that gene elements of actomyosin contractility pathway such as actin filament regulation, actin bundling, and myosin are downregulated in VSM cells isolated from SFA of aged Fischer 344 rats. Similar results were found for genes related to integrins and cell-matrix adhesion proteins (i.e., focal adhesions), while genes related to regulation and composition of extracellular matrix were partly upregulated. While our studies were able to identify key proteins of the matrix-integrin-actomyosin signaling pathway in aging, our understanding of how integrins (Martinez-Lemus et al., 2009) regulate actomyosin contractility and VSM stiffness and function in aging remains poorly understood (Borghesan and O'Loghlen, 2017).

Because exercise mitigates the effects of aging on VSM contractility, it has been proposed that short-duration stretch of resistance arteries due to increased arterial pressure during exercise, induces long-term changes in VSM phenotype and promotes healthy VSM function (Tanaka et al., 2000; Seals et al., 2008). Our previous studies showed that pressure treatment of resistance arteries *ex vivo* was able to recover agonist-induced vascular contractility (Seawright et al., 2016) and modulation of matrix stiffness regulates cytoskeletal architecture improving age-dependent reduction of actin fiber formation (Ojha et al., 2022). Therefore, in the current study we used a biophysical approach to assess the effects of mechanical stimulation induced by the increase in intraluminal pressure in the artery. We hypothesized that age-induced impairment of VSM contractility can be rescued by mechanical stimulation that enhances formation of SMα-actin fibers and cell-matrix adhesions in aged VSM cells. Our results showed that: (i) preconditioning of old arteries with short-duration high pressure treatment restored the myogenic constrictor responses in old arteries; (ii) stretch-induced mechanical stimulation is associated with an age- and time-dependent increase in SMα-actin fibers and adhesion proteins; and (iii) pressure treatment has a matrix stiffness-dependent beneficial effect in aging by recovering essential elements on the contractility pathway.

The decrease of myogenic reactivity with age may contribute to abnormal local blood flow control and diminished orthostatic tolerance in aging (Delp and Armstrong, 1988). Results from functional experiments performed on *ex vivo* canulated SFA, showed that pre-conditioning of old SFA with a short-duration high pressure treatment within a range of pressure experienced during a bout of exercise (Williams and Segal, 1993) restored the myogenic constrictor responses in old arteries, however, the pressure treatment had little effect on SFA isolated from young rats (Figure 2). The beneficial effect of pressure treatment applied here is in good agreement with our previous measurements showing improvements of the age-induced impairments of agonist-induced VSM contractility (Seawright et al., 2016). Although present results revealed that pressure treatment improved contractility in old SFA *ex vivo*, future studies will be needed to determine how long the improved function persists and whether repeated exposures to pressure, as would occur with exercise training, induce a greater improvement in function than a single exposure.

Regulation of local skeletal muscle blood flow is mediated in large part by alterations in diameter of resistance arteries in response to sympathetic neurotransmitter norepinephrine/noradrenaline and changes in intraluminal pressure activating myogenic reactivity. There have been differential effects of aging on responsiveness of rat resistance arteries in several muscle types to norepinephrine with unaltered constriction of arterioles from cremaster, gastrocnemius and soleus muscles (Muller-Delp et al., 2002; Cook et al., 1992), and reduced constriction of feed arteries from aged soleus muscle (Seawright et al., 2016; Seawright et al., 2018). One study reported enhanced constriction of soleus muscle arterioles to norepinephrine (Donato et al., 2007), but vessel reactivity was assessed only in the presence of β-blocker propranolol, which reduced β-mediated vasodilation. Based on their earlier report of unaltered soleus arteriolar constriction with aging in the absence of propranolol (Muller-Delp et al., 2002), the authors concluded that smooth muscle contractility of these arterioles in response to norepinephrine was unaffected by age. By contrast, myogenic constriction is reduced in rat arterioles from both gastrocnemius and soleus muscle (Muller-Delp et al., 2002), as well as SFA. Blood flow regulation by SFA has been suggested to rely more on myogenic constriction than on adrenergic effects (Delp and Armstrong, 1988), with myogenic responses impacting blood flow when mean arterial pressure is altered during changes in activity or postural/orthostatic challenges (Lipsitz, 1985).

Circumferential wall stretch arises from the radial expansion of the vessel wall as intraluminal pressure increases (Trache et al., 2020). Beyond the pressure-induced tension exerted on the extracellular matrix, cyclic stretch is involved in regulating the homeostasis of VSM cells by enhancing protein expression (Dinardo et al., 2014; Song et al., 2012). Our results showed that cyclic stretch induced faster formation of actin stress fibers and recruitment of vinculin at cell-matrix adhesion in old cells than young cells and sustained this effect throughout the experimental time (Figures 3, 4). However, integrin β1 showed a different time-response pattern to the mechanical stretch than vinculin (Figure 5) with a time-dependent step increase in its recruitment to cell-matrix adhesions. The differential time recruitment to cell-matrix adhesions for vinculin and integrin β1 may be due to the stability of each protein at adhesions that relates with their different turnover time, about 2 min for vinculin (Humphries et al., 2007) and more than 6 min for integrins (Ballestrem et al., 2001). These data suggest that stretch-induced mechanical stimulation is associated with an age- and time-dependent active remodeling of the VSM cell cytoskeletal architecture needed to keep cellular attachment and adapt to the applied stretch.

Several studies suggested that calcium-mediated MLCK activation/myosin phosphorylation are not the only mechanisms involved in myogenic response (D’Angelo et al., 1997; Osol et al., 2002). The pressure-dependent effects on VSM cells most likely involve a pressure-sensor at the membrane level that is activated by changes in the intraluminal pressure (Davis 2012). Thus, the remodeling of integrin-based adhesions is an important factor in the recovery of VSM cells contractility by exposure to mechanical stimulation (Kuo, 2013). Integrins are uniquely positioned to provide bi-directional signaling at VSM cell membrane. Integrins can sense pressure-induced changes in the extracellular matrix and trigger intracellular biochemical signaling to activate actomyosin contractility required for development of myogenic constriction (Hill and Meininger 2012). Our studies showed that pressure treatment induced a significant recovery of integrin β1 and SMα-actin expression in old but not young cells on stiff hydrogels (Figures 6, 7). Increased formation of SMα-actin fibers was also supported by an increase in the inactive form of p-cofilin (Figure 8). Since aged VSM cells experience stiffer extracellular matrix environment *in vivo* in old arteries, we propose that pressure-preconditioning of old SFA *ex vivo* provides means for activation of mechanotransduction pathways, altering integrin dynamics and increasing VSM cell contractility, further facilitating improvement of myogenic response measured in pressure-preconditioned old SFA.

In summary, the results of this study suggest that extracellular mechanical cues are able to restore integrin-dependent contractility in VSM cells isolated from aged resistance arteries (Figure 9). Our data show that discrete VSM cell mechanical properties (cell stiffness and adhesion) and their ability to adapt to external mechanical signals (i.e., intraluminal pressure) are important contributors to regulation of vascular contractility in aging.

**FIGURE 9:**
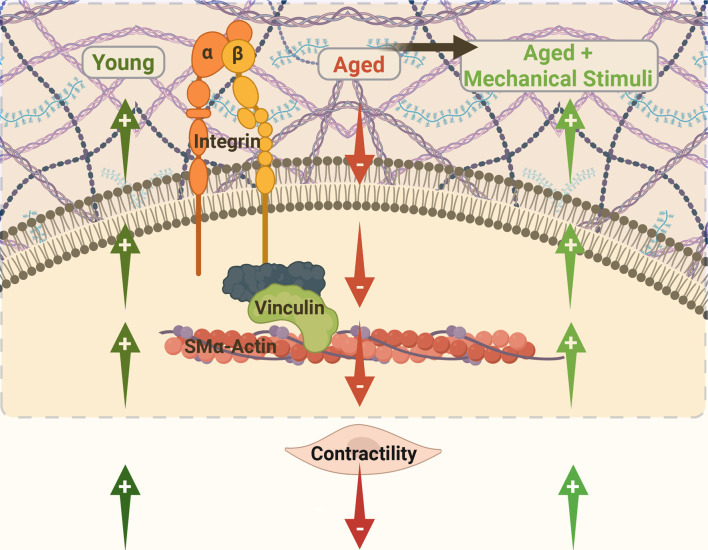
Integrin α5β1 is known to be involved in regulating cellular and vessel contractility. In young cells, actomyosin apparatus is strong and the VSM cell is able to properly regulate its stiffness and adhesion to the matrix in response to mechanical signals. In aging, the decrease in SMα-actin stress fiber formation and alteration of cell-matrix adhesions induces a reduced VSM cell contractility and deficient mechanosensing. However, mechanical signals (e.g., stretch, pressure) presented to aged VSM cells through the extracellular matrix stimulate integrin activity which in turn promotes enhanced actomyosin-induced contractility, thus, recovering the age-induced effects. Diagram created with www.biorender.com.

## Data Availability

The data presented in the study are deposited in the Gene Expression Omnibus repository, accession number GSE297824, and figshare repository, https://doi.org/10.6084/m9.figshare.29214467.

How the deposited data were processed for this re-analysis (not part of the article)

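RNA of VSM cells cultured from the SFA of 3 young (4 months) and 3 old (24 months) Fischer 344 rats was sequenced, with 1 library per culture. The authors deposited raw gene counts, which are whole numbers per gene and library without normalization. According to the Methods, reads were trimmed with Cutadapt through TrimGalore, aligned to the rat assembly Rnor 6.0 with STAR and counted with featureCounts on the RefSeq annotation of that assembly. The deposited counts name genes by Ensembl identifier with a symbol beside it, so the annotation counted on differs from the one named or the names were mapped later. The strand, multi-mapping and mate settings are not given in the sources used here. Of the 14475 genes, 1518 had no symbol (1.48% to 1.66% of the counts of a library) and 34 rows carried a symbol that another row also had. All genes had at least 10 counts in at least 3 of the 6 libraries. Read literally, the filter in the Methods would also remove the 399 genes that reach 10 counts in exactly 3 libraries and leave 14076.

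Total counts per library ranged from 44235674 to 59700887. Between 68.7% and 71.1% of the counts from 1 to 19 in a library were even, so read pairs appear to have been counted by mate. Under that reading, the totals divided by 2, from 22.1M to 29.9M, are closer to the number of fragments, and the counting error of a low count is larger than its value implies. The 10 most abundant genes took 13.3% to 18.2% of the counts of a library. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had at least 805 counts in each library, as fits cultures from male rats.

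Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test, Benjamini-Hochberg adjustment), with young as the reference, no covariates and thresholds of an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Standard errors of edgeR fold changes were taken as the absolute log2 fold change divided by the square root of the F statistic. DESeq2 1.42.0 (Wald test, default independent filtering, 292 genes with no adjusted p) and limma-voom (limma 3.58.1) were run on the same counts. The DESeq2 version of the paper was not used here. Gene lists were tested with limma's camera (preset correlation between genes of 0.01) and with fry, both adjusted over 16 lists. Those lists held contractile, focal adhesion, integrin, collagen, myosin, matrix protease, leucine-rich proteoglycan, skeletal muscle, fibroblast, endothelial, macrophage, Schwann cell, proliferation, cell cycle inhibitor and senescence, YAP target and ribosomal protein genes and were written before the data were examined. Lists of SREBP targets and of mural genes other than contractile genes were added after the data had been examined. The excess of DEGs in a list was tested with Fisher's exact test.

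The design, the main test and its first set of alternatives were chosen before the data were examined. They were another filter on low counts, no filter, RLE size factors, library size only, DESeq2, limma-voom, the replicate number as a block, each library left out in turn, other thresholds and fry. The edgeR likelihood ratio test, halved counts, DESeq2 under a different filter or with libraries left out and a threshold of 0.1 on the adjusted p were added later. Genes were named by a rule set beforehand. It covered the genes named in the text of the paper or encoding a protein it measures, the 18 genes of Figure 1B, the genes of the myosin filament term in Figure 1E, and the integrin subunits, collagen chains and genes with the largest changes among DEGs, of which edgeR gave 1. The figure had been seen when the rule was written. Gene names and directions in Figures 1B, 1E and 1F were read from the picture and used for tallies only.

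The edgeR, DESeq2 and limma-voom steps were tested on simulated counts drawn from the means, dispersions and library sizes of these libraries, in 5 draws of at least 14233 genes with 200 genes changed by 2 on the log2 scale. edgeR recovered between 80.5% and 92% of the changed genes, and 0 or 1 genes were called in draws without any change. DESeq2 called 24 to 41 genes in those unchanged draws. Genes varied independently in all draws and no library lay between the groups, so these rates need not hold for the real libraries. GO and KEGG term tables, gene coordinates and the imaging and pressure experiments were not analysed here. No column of the count table was left unused.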

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

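The results here concern genes that the paper does not discuss, apart from the collagens in the fibroblast list. The list of SREBP targets and the tests on it, the fits with a covariate, and the counts of regrouped libraries apart from that of the edgeR DEGs were tests chosen after the results had been seen.

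Genes that mark fibroblasts were higher in the old cultures. The paper does not report a fibroblast signal, but it describes upregulation of collagens in aging, and the list includes Col1a1 and Col1a2. Of 28 listed genes 26 were in the table, and 22 of these were higher in old, with a median log2 fold change of 0.88 (adjusted p = 3.19e-06 from camera and 0.0147 from fry). Each of 15 alternatives kept this call, with medians from 0.67 to 0.99. The groups were separate for only 7 of the 26 genes, where 10% would be by chance and 29.2% of all genes were. Adjusted over the list alone, 3 genes had an adjusted p under 0.05 in edgeR. Counts of a whole culture cannot show which cells express the listed genes. Their levels in the young cultures differed widely. Col1a1 and Col1a2 were among the most abundant genes at 17933 and 14336 CPM, while Dpp4 had 0.0431 CPM. Dcn and Lum belong to the proteoglycan list too. In 1 of the 10 ways to divide the 6 libraries into 3 and 3, the real one, the camera p was as small, which cannot exclude chance because 10 divisions allow no smaller share. A larger share of fibroblasts in the old cultures may contribute to the lower contractile counts, and the rise of 0.88 goes with that explanation. Such a share would also lower mural genes other than contractile genes. Their list, added after the data had been examined, held 8 higher and 8 lower genes. Its median was 0.01 and its mean -0.65 (adjusted p = 0.516 from camera), which shows no fall of the list as a whole. VSM cells that take up fibroblast genes would raise the fibroblast list as well, and age remains an open explanation. With the mean of the fibroblast list as a covariate the contractile median was -0.32 (adjusted p = 0.0480 from camera and 0.929 from fry), but this covariate nearly repeats the age groups. Contamination of the young cultures by skeletal muscle is argued against, because Myh11, Cnn1, Acta2 and Tagln, which skeletal muscle lacks, had a median log2 fold change of -2.41. Library size is argued against too, since the median total count of the old libraries was 0.979 of that of the young libraries.

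Proliferation genes were lower in the old cultures, which the paper does not report. All 35 listed genes were lower, with a median log2 fold change of -1.26 (adjusted p = 1.82e-14 from camera), but fry did not call the list (adjusted p = 0.104), and the groups were separate for 9 of the 35 genes, where 10% would be by chance and 29.2% of all genes were. The mean log2 CPM of the list was 5.78, 5.13 and 5.76 in the young libraries, 5.26 in old replicate 1, and 3.68 and 3.28 in old replicates 2 and 3. Without old replicate 1 the median was -2.24. In 2 of the 10 divisions of the libraries the camera p was as small, a comparison that cannot exclude chance with so few divisions. The proliferation genes, at -1.26, and the contractile genes were both lower in the old cultures. Whether lower proliferation would lower or raise contractile counts was not tested. As the whole cause, a difference in proliferation cannot be told apart from age with these libraries. With the mean of the proliferation list as a covariate the contractile median was -1.16 (adjusted p = 3.26e-16 from camera), but fry did not call the list in that fit (adjusted p = 0.172), and the covariate itself differs between the age groups. Confluence and passage number of the cultures are not given in the sources used here.

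Targets of SREBP transcription factors, which control sterol and fatty acid synthesis, were higher in the old cultures. The list was written after Srebf1, Insig1, Scd and Acss2 had been seen among the upregulated genes, and leaves these out. Of its 30 genes, 28 were higher in old, with a median log2 fold change of 0.70 (adjusted p = 1.67e-16 from camera and 0.0291 from fry, over 2 added lists), and the groups were separate for 24 genes, against 10% of genes by chance. DESeq2 called 10 of the 30 and edgeR called 0, with 22 at an unadjusted p under 0.05. Adjusted over the list alone, 21 passed in edgeR, although the list was written after part of the pattern had been seen. The median of the list lay 0.68 above that of all other genes, which argues against the scaling of the libraries, since a factor per library moves all genes alike. With the proliferation mean as a covariate the median was 1.02 (quartiles 0.78 and 1.18, adjusted p = 2.77e-34 from camera and 0.0260 from fry, over the same 2 lists), while that of the proliferation list went to 0.03. This does not decide whether proliferation was the whole cause, because the covariate itself differs between the age groups. Among the old libraries only old replicate 1 had a proliferation mean within the young range. Its SREBP mean was also the highest, at 6.94 log2 CPM against 6.34 and 6.60 in old replicates 2 and 3. With the fibroblast mean as a covariate the median of the SREBP list was 1.10, called by camera (adjusted p = 1.29e-28) but not by fry (0.228). In 2 of 10 divisions of the libraries the camera p was as small, which again cannot exclude chance. Medium and lipid supply of the individual cultures were not tested, and age stays open as a biological explanation.

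Afap1l2, the DEG of edgeR's quasi-likelihood test, is not mentioned by the paper. Its log2 fold change was -3.84 (adjusted p = 0.0304 from edgeR), with 54.6, 101 and 77.1 CPM in the young libraries and 5.53, 5.27 and 5.47 CPM in the old libraries. Under the alternatives its log2 fold change lay between -4.04 and -3.60, with adjusted p from 3.03e-47 to 0.107. The call was lost with limma-voom, with the replicate block and without young replicate 3, old replicate 2 or old replicate 3. Old replicate 1, whose proliferation mean lay within the range of the young libraries, was at the level of the other old libraries for Afap1l2. The other 9 divisions of the libraries gave 0 DEGs in edgeR, so the real one was the 1 of 10 with as many. This count cannot exclude chance, whatever the values, and does not weaken the adjusted p above. No other technical explanation was tested for this gene.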

How the results depend on the processing

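The DESeq2 fits with fewer libraries, another filter or halved counts, the edgeR likelihood ratio test, edgeR on halved counts, the threshold of 0.1 and the list of SREBP targets were chosen after the data had been seen. The other alternatives were set beforehand.

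The number of DEGs depended on the test. edgeR's quasi-likelihood test gave 1 DEG, 0 higher and 1 lower in old. It gave the same count of 1 with at least 10 counts in 4 libraries, with RLE size factors, with library size only, with no limit on the fold change, with a test against a fold change of 1.5 and on halved counts, and each of the filters and scalings called Afap1l2. Testing without a filter was void, because all genes of the table pass the filter. DESeq2 gave 805 DEGs (326 higher, 479 lower), with 18 of the 18 genes of Figure 1B compared with 0 in the quasi-likelihood test. With the DEGs of DESeq2 9 lists had an excess, whereas the 1 DEG of the quasi-likelihood test is in none of the lists and cannot show one. limma-voom gave 0 DEGs, with 3347 genes at an unadjusted p under 0.05, and 0 lower in old. The edgeR likelihood ratio test, which does not allow for uncertainty in each gene's dispersion, gave 724 (301 higher, 423 lower), with 17 genes of Figure 1B and 8 lists, and 683 of its DEGs were DEGs of DESeq2. With an adjusted p under 0.1 the quasi-likelihood test gave 381 (161 higher, 220 lower), with 13 genes of Figure 1B. DESeq2 on halved counts gave 716 (289 higher, 427 lower) and with at least 10 counts in 4 libraries 771 (314 higher, 457 lower), each with 18 genes of Figure 1B, and 713 and 769 of these were among the 805.

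The number also depended on the library left out. With a library left out, the quasi-likelihood test gave between 0 and 732 DEGs, between 0 and 229 higher and between 0 and 503 lower in old, between 0 and 13 genes of Figure 1B and between 0 and 4 lists with an excess. The highest of each came without old replicate 1. Without young replicate 1 there were 5 (1 higher, 4 lower), namely Afap1l2, Casq2, Mcam, Pakap and Add3, of which the last 4 were named after their values were seen. Without young replicate 3, old replicate 2 or old replicate 3 there were 0, with at least 2336 genes at an unadjusted p under 0.05. The cause was not tested beyond the tests on old replicate 1 given among the other observations. With DESeq2, leaving out young replicates 1, 2 and 3 gave 737 (329 higher, 408 lower), 551 (239 and 312) and 600 (282 and 318) DEGs, with 17, 16 and 14 genes of Figure 1B. Leaving out old replicates 1, 2 and 3 gave 1377 (535 and 842), 614 (268 and 346) and 651 (253 and 398), with 18, 13 and 14 genes of Figure 1B. Of the DEGs without old replicate 1, 735 were among the 805.

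The replicate numbers were not taken to pair the libraries. Deviations of same-numbered young and old libraries from their group means correlated across genes at 0.03, 0.26 and 0.26 for replicates 1, 2 and 3, and those of differently numbered libraries at -0.40 to 0.29, so that replicate 1 shows no pairing and the others stay uncertain. With the replicate block, edgeR called 1 DEG, which was higher in old and was Adamts15 (named after its values were seen), and 0 were lower in old. The 1 list that passed Fisher's exact test in that fit was the matrix protease list, only because it holds this gene.

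The contractile, focal adhesion, myosin and leucine-rich proteoglycan lists kept their direction and their call under each of 15 alternatives, with medians from -1.87 to -1.44, from -0.82 to -0.50, from -1.23 to -0.81 and from 1.03 to 1.87. The matrix protease list kept its place outside the threshold, with medians from 0.02 to 0.20. The integrin list lost its call with limma-voom (median -0.28) and without young replicate 3, old replicate 1 or old replicate 2, and ranged from -0.52 to -0.19 with a library left out. The collagen list gained a call on halved counts (median 0.37, adjusted p = 0.0496) and without young replicate 3 or old replicate 2, and ranged from 0.11 to 0.58 with a library left out. The cause of these changes was not tested. Between 4 and 7 of the 9 lists on cell types and states passed, against 6 in the first test, and the groups of the 18 genes of Figure 1B stayed separate under each alternative for which normalized counts were recomputed.

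Of the 31 named genes, 0 changed direction under any alternative. DESeq2 called 26 of them, the likelihood ratio test 25, and the quasi-likelihood test without old replicate 1 called 16, among them Acta2, Vcl, Itga8, Cnn1 and Tagln. Under the other alternatives at most 1 was called.

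Depth leaves genes with few counts with a larger counting error. Itgb7 had 4 to 109 counts and Myh14 22 to 133 counts per library, and if mates were counted separately these stand for fewer fragments. Whether more depth would change their calls was not tested.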

Differences from the paper's values

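The paper's number of DEGs is 805, while edgeR's quasi-likelihood test gave 1. The paper's 326 upregulated and 479 downregulated DEGs compare with 0 and 1. Among the alternatives set before the data were examined, DESeq2, which the paper names as its test, gave 805, 326 and 479 on the deposited counts, equal to the paper's values, and edgeR without old replicate 1 gave 732, 229 and 503. The count stayed more than 1.5 times away from the paper's with at least 10 counts in 4 libraries, without a filter (which removes no gene), with RLE size factors, with library size only, with limma-voom, with the replicate block, without any of the other 5 libraries, without a limit on the fold change and with a test against a fold change of 1.5. Some settings chosen after the values had been seen also came within 1.5 times of the paper's counts. They were the edgeR likelihood ratio test with 724 DEGs, of which 683 were among the 805, so that it dropped 122 of them, and DESeq2 on halved counts and with at least 10 counts in 4 libraries, with 716 and 771 DEGs, which dropped 92 and 36 of the 805. DESeq2 with a library left out, also chosen after the values had been seen, gave between 551 and 1377 DEGs and dropped between 70 and 308 of the 805.

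The paper's depth is 26.9M to 33.1M reads per sample, while the counts on genes summed to 44.2M to 59.7M per library. No alternative set before the data were examined bears on this total. The totals would be 22.1M to 29.9M if every count were halved, a setting chosen after the values had been seen.

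The text of the paper places Itgb7 among the downregulated integrins of Figure 1F. In the deposited counts it was higher in old VSM cells, with a log2 fold change of 2.50 in edgeR and 2.49 in DESeq2 (adjusted p = 0.127 and 0.00960), and the network plot draws it in the color of an upregulated gene. The other integrins the paper names there, Itga1, Itga3, Itga4 and Itga8, were lower in old, as the paper states. For Acta2, Myh11, Vcl and these integrins, the paper's call of a significant change was met in DESeq2 but in 0 cases in edgeR's quasi-likelihood test with all libraries.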

Other observations

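The tests on old replicate 1 and on Myh1 and Myh2 were chosen after the results had been seen, as were the regrouping counts of the gene lists and of DESeq2. The gene lists other than those of mural genes and SREBP targets were written before the data were examined.

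The number of DEGs in edgeR's quasi-likelihood test rose from 1 to 732 without old replicate 1. This library lay between the age groups to a different extent for different genes. For 25 contractile genes that were more than 1.5 times as high in young as in old replicates 2 and 3, its median position was 17.7% of the way from the other old libraries to the young mean (quartiles 6.75% and 29.6%). For 34 proliferation genes chosen in the same way it was 75.5% (quartiles 65.8% and 80.5%), which is 57.9 percentage points more. A culture of young cells mixed into this library would move both lists by the same share, and so is argued against. A wrong label, with a young library in place of the old one, is argued against by its contractile mean, which was 1.03 lower on the log2 scale (-1.03) than that of the lowest young library. Over all genes the label is not settled. Spearman's rho of old replicate 1 was 0.983, 0.977 and 0.968 with young replicates 1, 2 and 3, and 0.979 and 0.973 with old replicates 2 and 3. Its chi-square per gene was lowest with old replicate 2, at 152.6, against 164.8 with young replicate 1 and 230.0 with old replicate 3. The total count of old replicate 1 was 0.979 of the median of the other libraries and lay inside their range, which argues against library size. A candidate explanation that stays open is a faster growing culture from an old rat, and no record of growth was used here.

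Regrouping the libraries cannot exclude chance for any comparison here, whatever the values, because 6 libraries can be divided into 3 and 3 in only 10 ways and the share is never under 10%. The tests of the model are given at each result. The real division gave the most DEGs in edgeR (1 of 10 divisions with as many), the most genes at an unadjusted p under 0.05 (1 of 10, with 3277 against at most 1204), and the most DEGs in DESeq2 (1 of 10, with 805 against at most 86). The camera p of the contractile, focal adhesion, integrin, myosin and leucine-rich proteoglycan lists was as small in 1 of 10 divisions each, that of the collagen list in 3 and that of the matrix protease list in 5.

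Myh1 and Myh2, which Figure 1E places at the myosin filament term, are myosins of fast skeletal muscle, and the soleus feed artery runs on skeletal muscle. They had 95.2 and 39.7 CPM on average in the young cultures. Of the 43 skeletal muscle genes listed, 24 were not in the table, and the other 17 besides Myh1 and Myh2 had a median of 1.49 CPM in young, with Ttn at 0.487, 0.416 and 0.305 CPM. Only Acta1, with 72.1, 140 and 256 CPM, and Chrng, with 126, 116 and 119 CPM, lay above Myh1 on average. Skeletal muscle cells in the young cultures would bring their other abundant transcripts along and are argued against by the median of 1.49 CPM. Of the 2 abundant genes, however, Acta1 fell in old as Myh1 and Myh2 did, by 3.51 on the log2 scale (-3.51, adjusted p = 0.0644 from edgeR). Chrng hardly changed (log2 fold change -0.10), so these genes leave the question open. Reads shared with other myosin and actin genes were not tested, since the multi-mapping setting is not known. The skeletal muscle list as a whole had a median log2 fold change of -0.33 (adjusted p = 0.0143 from camera and 0.0335 from fry).

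Other lists on cell types and states were also tested. Endothelial genes had a median log2 fold change of -0.82 (adjusted p = 0.0435 from camera). The call was lost with at least 10 counts in 4 libraries, with limma-voom, on halved counts, without old replicate 1 (median -1.10) and without old replicate 2 (median -0.59), and the adjusted p over the alternatives ran from 0.0168 to 0.111. The skeletal muscle list lost its call without old replicate 1 (median -0.39, adjusted p = 0.0958, with adjusted p from 0.00111 to 0.0958 over the alternatives). Its median of -0.33 went to -0.16 without young replicate 1 and to -0.51 without young replicate 3. YAP targets had a median of -0.36 (adjusted p = 0.00208) and ribosomal protein genes of 0.20 (adjusted p = 4.49e-05, but 0.107 from fry). Without old replicate 1 the median of the ribosomal protein genes was 0.11. Macrophage genes (0.35, adjusted p = 0.370), Schwann cell genes (0.29, adjusted p = 0.178) and cell cycle inhibitor and senescence genes (-0.46, adjusted p = 0.399) did not pass. The last of these lists passed with the replicate block (adjusted p = 0.0450, with adjusted p from 0.0450 to 0.682 over the alternatives). With a library left out, its median ran from -0.60 to -0.27. The macrophage median then ran from 0.02 to 0.59 and the Schwann cell median from 0.23 to 0.34. The added list of mural genes other than contractile genes held 8 higher and 8 lower genes, with a median of 0.01 and a mean of -0.65 (adjusted p = 0.516 from camera).

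Some of the named genes encode integrin-β1, whose staining the paper reports, or integrin subunits that it names without measuring them. Others encode cofilin, of which the paper stained only the phosphorylated, inactive form. RNA counts do not show phosphorylation, and so the cofilin values cannot be set against that staining. Itgb1 had a log2 fold change of -0.85 (standard error 0.31, adjusted p = 0.189 from edgeR and 0.0503 from DESeq2), Itga5 of -0.39 (adjusted p = 0.212 from edgeR), Itgav of -0.29 (adjusted p = 0.284 from edgeR) and Itgb3 of -0.48 (adjusted p = 0.462 from edgeR). Cfl2 had a log2 fold change of -1.04 (standard error 0.18, adjusted p = 0.0636 from edgeR and 2.20e-05 from DESeq2) and Cfl1 of -0.57 (standard error 0.19, adjusted p = 0.164 from edgeR and 0.0393 from DESeq2). For Itgb1, Itgav, Cfl1 and Cfl2 the old libraries all lay below the young libraries, and for Itga5 and Itgb3 the groups overlapped. Without young replicate 3 the log2 fold change was -0.51 for Itgb1 and -0.16 for Itgav, and that of Itgb3 was -0.91 without old replicate 1 and -0.16 without old replicate 2.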
